A study of Mus musculus with 16 samples. Its data were reported in "Tsc2 coordinates neuroprogenitor differentiation" (2023).

How the data were processed

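V-SVZ NSC cultures were made from wild-type and Tsc2 mutant mouse pups and expanded with growth factors. The mutation was made by a tamoxifen-inducible Cre under the Nestin promoter; whether wild-type pups carried Cre is not clear from the sources used here. Cells were treated with cycloheximide for 15 minutes, which holds ribosomes on mRNA, and lysates were separated on gradients of 17.5% to 50% sucrose, from which the heavy fraction of 3 mL was taken as polyribosomal RNA. Polyadenylated RNA was sequenced as paired ends with a kit that does not mark strand, so overlapping and antisense genes are uncertain. Groups and culture numbers were taken from the labels, and the total and polyribosomal libraries of a culture carry the same number in the descriptions. Same-numbered wild-type and mutant cultures are different cultures. The study counts 4 cultures of each genotype for the profiling and 4 mice of each genotype for the gene ontology analysis in the same figure. Sex per culture and which animal or litter each culture came from are not given in the labels, so p-values measure the spread between cultures.

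The authors trimmed the reads, aligned them with STAR to the mm10 genome and normalized them with DESeq2, per the study's methods and the submitters' processing notes. The deposited values are a signal, namely read counts per gene divided by normalization factors, in 1 table of 8 libraries for total RNA and another for polyribosomal RNA. The read counter and its annotation are not given in the sources used here. Low values of a library piled up near whole multiples of a step, the value of 1 read, which differed between libraries and slightly between genes. Within 0.1 of a multiple lay 84.2% to 91.1% of low values per library in the total RNA table and 65.8% to 92.4% in the polyribosomal table, so whole reads were not recovered. Depth was estimated as the column total divided by the step. Each table held 24972 rows. Rows whose names a spreadsheet had turned into dates (26) were left out, which left 24946.

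Since the values are not counts, a count model was not used, although one (edgeR) had been set as the design before the data were examined. The tests were instead made with limma 3.58.1 in R 4.3.3 on log2(value + 1), with a variance trend on mean expression, robust moderation and Benjamini-Hochberg adjustment. Changes are on the log2(value + 1) scale, which understates those of low genes, and ± beside a log2 change is its standard error. Genes with a mean value of at least 10 in a table were tested, 14967 for total and 14412 for polyribosomal RNA, and 14333 in both for translational efficiency. The threshold was an adjusted p of 0.05. Total and polyribosomal RNA were each fitted by genotype over 8 libraries. Translational efficiency was tested in 1 fit over 16 libraries with culture as a block, as the interaction of genotype and fraction. Constants of the separately normalized tables cancel there, whereas a test of polyribosomal against total RNA within wild-type cultures would cross the tables and was not run. Deviations from the group means of the total and polyribosomal libraries of 1 culture correlated at 0.233 to 0.731.

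Of 31 gene lists fixed beforehand, those with 5 or more tested members (29) were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, adjusted over lists within a comparison. The lists of red blood cell and mitochondrially encoded genes had too few tested members and were not analysed here. Some lists (NSC, astrocyte and NSC activation, YAP targets, choroid plexus) hold genes named in the study's text, so their counts are not fully independent evidence. Genes named in the text follow a rule fixed before the data were examined: Tsc2, the 10 largest rises and 10 largest falls among genes past the threshold with a mean of at least 2 on the log2 CPM scale, taken here from the share of the column total, and with no overlap between genotypes, up to 4 members of each list by smallest p, and genes named in the study's text. Members that moved against the rest of a list, and neighbours of Tsc2 other than Rab26 and Pkd1, were named after their values were seen. Some genes that the rule selects are not reported here. Coupling used Spearman correlations per culture and an exact permutation test. Simulated unchanged groups were drawn 200 times by flipping the signs of each culture's deviations. Symbols were matched to GRCm38.p6 genes, 24856 of 24970, of which 449 by an older symbol; this is the same build as mm10. Transcript length and GC content are medians over protein-coding GENCODE M21 transcripts.

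The fits were tested on simulated data, with 200 genes changed by known folds. For total RNA (14983 genes) 100% of 4-fold, 88.1% of 2-fold and 32.8% of 1.5-fold changes were called, for polyribosomal RNA (14406 genes) 100%, 86.6% and 14.9%, and for translational efficiency (14320 genes) 100%, 35.8% and 4.48%. Genes left unchanged made up 3.92%, 3.60% and 2.11% of calls. These rates are those of the simulated data, where far fewer genes changed than the 6035 called in total RNA, and need not hold for the cultures. Alternatives covered scaling, filters, limma-voom, left-out genes, left-out cultures, the block and the pseudocount. Chosen after seeing the data were the pseudocounts, trimmed-mean and quantile scaling, library weights, both covariates and leaving out the cultures highest in microglial genes. Figures were drawn with matplotlib 3.10.9.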

Results

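Neural stem cells (NSCs) were cultured from the ventricular-subventricular zone (V-SVZ), the stem cell niche beside the lateral ventricle, of mice with 2 intact or 2 mutated copies of Tsc2. Tsc2 encodes tuberin, which restrains the growth-promoting kinase complex mTORC1. Each of 4 wild-type and 4 mutant cultures gave a total RNA library and a polyribosomal RNA library, so 16 libraries were compared in 4 groups of 4. Polyribosomal RNA is the mRNA recovered from the heavy part of a sucrose gradient, where transcripts carry several ribosomes. The normalized values summed to between 65.8 and 73.9 M per library for total RNA and between 87.7 and 101 M for polyribosomal RNA. The size of the smallest values put the sequencing depth at about 24.8 to 139 M reads per total RNA library and 52.0 to 269 M reads per polyribosomal library. Libraries of 1 group correlated closely across genes, with Spearman coefficients from 0.979 to 0.997. Genes are not independent replicates, so these coefficients only describe the libraries.

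Tsc2 itself, on chromosome 17 (24595816 to 24632676, GRCm38), was examined first. In total RNA the wild-type libraries held 7836, 6817, 6232 and 6701 normalized reads of Tsc2 and the mutant libraries 7076, 6811, 6190 and 5592. The difference was smaller than the spread between cultures (log2 change -0.10 ± 0.10 SE, limma adjusted p = 0.422). In polyribosomal RNA Tsc2 was at 13165, 10615, 11506 and 10505 in wild-type cultures and at 9339, 8830, 8899 and 5956 in mutant cultures, and it fell by 0.49 ± 0.15 on the log2 scale (limma adjusted p = 0.0389). These values sum reads over the whole gene, so a deletion of part of it need not lower them and they do not check the genotype labels. The annotated ends of Tsc2 and Pkd1 overlap, and the library kit does not mark strand, so reads there cannot be assigned to either gene with certainty.

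**Figure D1:**
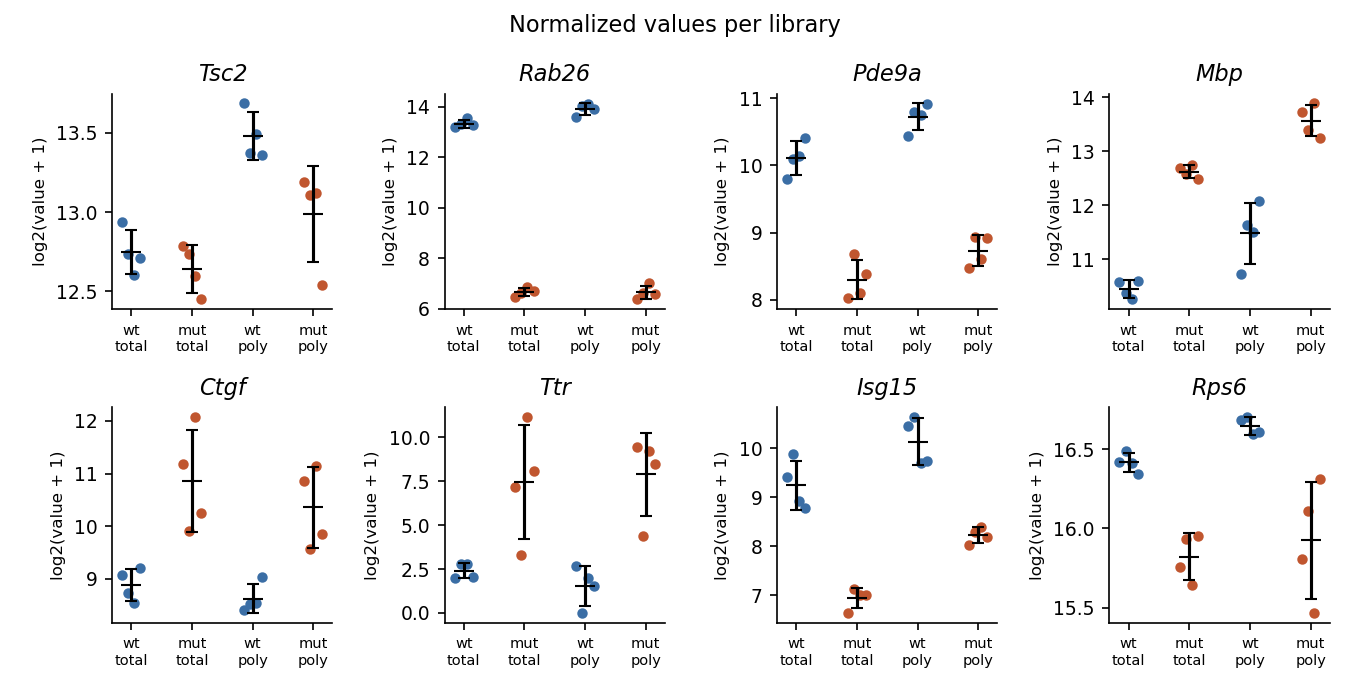
Normalized values of 8 genes on a log2(value + 1) axis, 1 point per library, with the mean and SD of each group of 4 libraries as a bar. Rab26 stood near 10355 in wild-type and near 100.2 in mutant total RNA, while Tsc2 overlapped between genotypes in total RNA.

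The first question was how loss of Tsc2 changed the transcriptome. In mutant total RNA, most genes on the lists of myelin, lysosomes and astrocytes rose. Most on those of ribosomes, ribosome assembly, the cell cycle and the interferon response fell. None of these lists passed as a group by camera with an estimated correlation between genes. By fry 15 of 29 lists passed, all of these among them except G2 and M phase (fry adjusted p = 0.0654). The myelin gene Mbp rose from 1407 ± 161 to 6316 ± 527 normalized reads (mean ± SD, n = 4 each, limma adjusted p = 6.9e-06). The lysosomal protease gene Ctsd rose from 33927 ± 4482 to 73246 ± 5193. Rab26, a small GTPase gene of vesicle traffic that lies beside Tsc2, fell from 10355 ± 1186 to 100.2 ± 11.1, and all 4 mutant cultures were below all 4 wild-type ones. In all, 6035 of 14967 genes passed the threshold (limma adjusted p under 0.05), 2944 higher and 3091 lower in mutant cultures, a balance that depended on the scaling (3838 higher and 2263 lower with library size alone).

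Of the largest rises among well-expressed genes, Ttr, the transthyretin gene of the choroid plexus, went from 4.51 ± 1.65 to 675 ± 1076 normalized reads. The mutant cultures differed widely for Ttr, at 144, 8.74, 2281 and 267, and the log2 change was 5.01, or 6.39 without mutant culture 2. Lcn2, an iron-carrier gene of inflammation, was 9.46-fold higher (log2 change 3.24, and 2.33 without wild-type culture 3, whose value was far below the others) and the transcription factor gene Klf2 was 8.06-fold higher (log2 change 3.01, and 3.62 without mutant culture 2). The basement membrane collagen gene Col4a6 rose by 2.85 ± 0.84 on the log2 scale (2.24 without wild-type culture 1), the glial connexin gene Gjc3 by 2.55 ± 0.41 and Gpnmb, a gene of lysosomal stress, by 2.51 ± 0.32. Below Rab26, the largest falls among well-expressed genes with no overlap between genotypes were those of the interferon-induced genes Rtp4 (log2 change -2.53 ± 0.29), Isg15 (-2.31 ± 0.24) and Usp18 (-2.27 ± 0.30), followed by Saa3 (-2.02 ± 0.35), the cyclic GMP phosphodiesterase gene Pde9a (-1.81 ± 0.17) and the nucleotide enzyme gene Dctd (-1.77 ± 0.24). For all of these genes the 4 mutant cultures lay beyond the 4 wild-type cultures, and limma's adjusted p ranged from 5.9e-10 for Rab26 to 0.0288 for Col4a6.

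Genes of protein synthesis fell together. Of 79 ribosomal protein genes, 77 fell and none rose, with a median log2 change of -0.57, and the count was also 77 adjusted over the list alone. Rpl5 went from 64877 ± 4447 to 41401 ± 2746 normalized reads, Rpl36a from 29696 ± 2101 to 19076 ± 1438, Rps27a from 46720 ± 3095 to 29462 ± 2892 and Rpl26 from 9651 ± 2442 to 4258 ± 1696. Ribosomal protein mRNAs have many processed pseudogenes that can share reads, so single members are less certain than the group. Of 35 ribosome assembly genes 34 fell (median -0.79, 34 adjusted over the list alone), among them Rrp9 at 0.48 of the wild-type level and Nop16 at 0.562. Of 48 translation factor genes 35 fell and 1, the elongation factor kinase gene Eef2k, rose by 0.33 ± 0.12 on the log2 scale (42 and 2 adjusted over the list alone). Among those that fell were Eif4ebp1, which encodes an mTORC1-controlled repressor of cap-dependent translation (log2 change -0.86 ± 0.10), and Eif3g (-0.64 ± 0.09). Of 22 other mRNAs with a terminal oligopyrimidine tract 16 fell (19 adjusted over the list alone). That list shares members with the translation factors, among them Eif4b, Eef1g and Eef2, so their counts are not separate. Camera with its preset correlation placed these lists below other genes, with adjusted p of 1.64e-25, 3.11e-14, 3.93e-12 and 8.1e-08 in that order. None of the 4 calls held with an estimated correlation (adjusted p = 0.396 for each).

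Cell cycle genes were lower as well. Of 30 S phase genes 29 fell (30 adjusted over the list alone), with the uracil glycosylase gene Ung at 0.424 and the clamp loader gene Rfc2 at 0.612 of the wild-type level. Of 34 G2 and M phase genes 20 fell (22 adjusted over the list alone), including Cenpa (log2 change -0.84 ± 0.16) and Cks1b (-0.82 ± 0.16). The camera adjusted p was 3.22e-09 for S phase and 1.49e-07 for G2 and M phase, and with an estimated correlation adjusted p = 0.438 and 0.513. The fall lay mainly in mutant cultures 1 and 3, with S phase mean log2 levels of -0.53 and -0.98 relative to the table mean. Mutant cultures 2 and 4 were at 0.09 and -0.14, and wild-type cultures at 0.22 to 0.53. For G2 and M phase, mutant culture 2 (0.13) lay above wild-type culture 4 (0.10). Of 54 mitochondrial respiration genes 11 fell, among them Ndufb10 (-0.45 ± 0.10) and Cycs (-0.65 ± 0.15), and 2 did adjusted over the list alone (camera adjusted p = 0.000389, and adjusted p = 0.645 with an estimated correlation). Targets of the stress-response factor ATF4 split, with 17 of 33 lower and 4 higher (17 and 5 adjusted over the list alone; camera adjusted p = 0.0119, and adjusted p = 0.396 with an estimated correlation). Vldlr (0.96 ± 0.11), Atf3, Ddit3 and Aldh1l2 were higher. The amino acid and folate enzyme genes Asns (-1.06 ± 0.15) and Mthfd2 (-1.20 ± 0.19) were among those that fell. Of 37 interferon response genes 22 fell and none rose (23 adjusted over the list alone), led by Gbp3, from 1718 ± 265 to 654 ± 73.7 normalized reads, and Ifi44, at 0.112 of the wild-type level (camera adjusted p = 5.78e-08; adjusted p = 0.396 with an estimated correlation).

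Glial and lysosomal genes went the other way. Of 18 myelin genes 15 rose, the same count as adjusted over the list alone, with Mag at 5.34 times the wild-type level. Of 38 lysosome and autophagy genes 27 rose and none fell (29 adjusted over the list alone), including Ctsa (log2 change 0.96 ± 0.12) and Psap (0.86 ± 0.12). Of 28 genes of astrocytes and NSC activation 17 rose (17 adjusted over the list alone), including the secreted chaperone gene Clu (1.58 ± 0.19). Camera gave adjusted p of 1.45e-08, 4.13e-09 and 5.01e-06 for these lists, and adjusted p = 0.396 with an estimated correlation for each. NSC genes as a group did not differ (4 of 36 higher, 5 lower; 4 and 4 adjusted over the list alone; camera adjusted p = 0.511), although the Notch effector gene Hes5 was at 0.258 of the wild-type level. Sox4 (0.57 ± 0.09), Sox9 (0.68 ± 0.14) and Ttyh1 (0.52 ± 0.12) were among those that rose. Of the genes named in the study's text, Ctgf rose by 1.97 ± 0.40 and Sparcl1 by 0.63 ± 0.21 (limma adjusted p = 0.00554 and 0.0387). The study described Sparcl1 as lowered in RNA sequencing of cultured mutant NSCs, which is the opposite direction. It also ran a bulk RNA sequencing of NSC cultures apart from the polyribosome profiling. Its statement on Sparcl1 does not say which data were meant, so the samples may differ from those tested here. Aldoc (-0.01 ± 0.09), Ckb (-0.06 ± 0.10) and Ptgds (0.62 ± 0.30) did not pass the threshold. The study chose these names partly from these or related samples, so they are not independent evidence.

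Markers of other cell types moved with genotype in total RNA. Of 19 microglia and macrophage genes 7 rose (7 adjusted over the list alone), including Ctss (1.82 ± 0.33) and Itgam (1.81 ± 0.38), with a camera adjusted p of 0.00246 and adjusted p = 0.563 with an estimated correlation. The mean log2 value of this list was 9.19 and 8.56 in mutant cultures 2 and 4 and between 6.77 and 7.59 in the other cultures. Without mutant cultures 2 and 4, a setting chosen after seeing the data, the list no longer passed in total RNA. Sex also differed between groups, since the mean log2 value of 4 Y-linked genes was 9.92, 10.19, 10.42 and 5.94 in the wild-type cultures and 10.15, 3.71, 2.22 and 1.00 in the mutant cultures. With the Y-linked level as a covariate, an alternative chosen after seeing the data, 1063 genes passed. Camera with the preset correlation called up to 21 lists in the other 34 splits of the cultures into 4 and 4, against 20 for the genotypes; the split with 21 kept 3 of the 4 mutant cultures together.

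**Figure D2:**
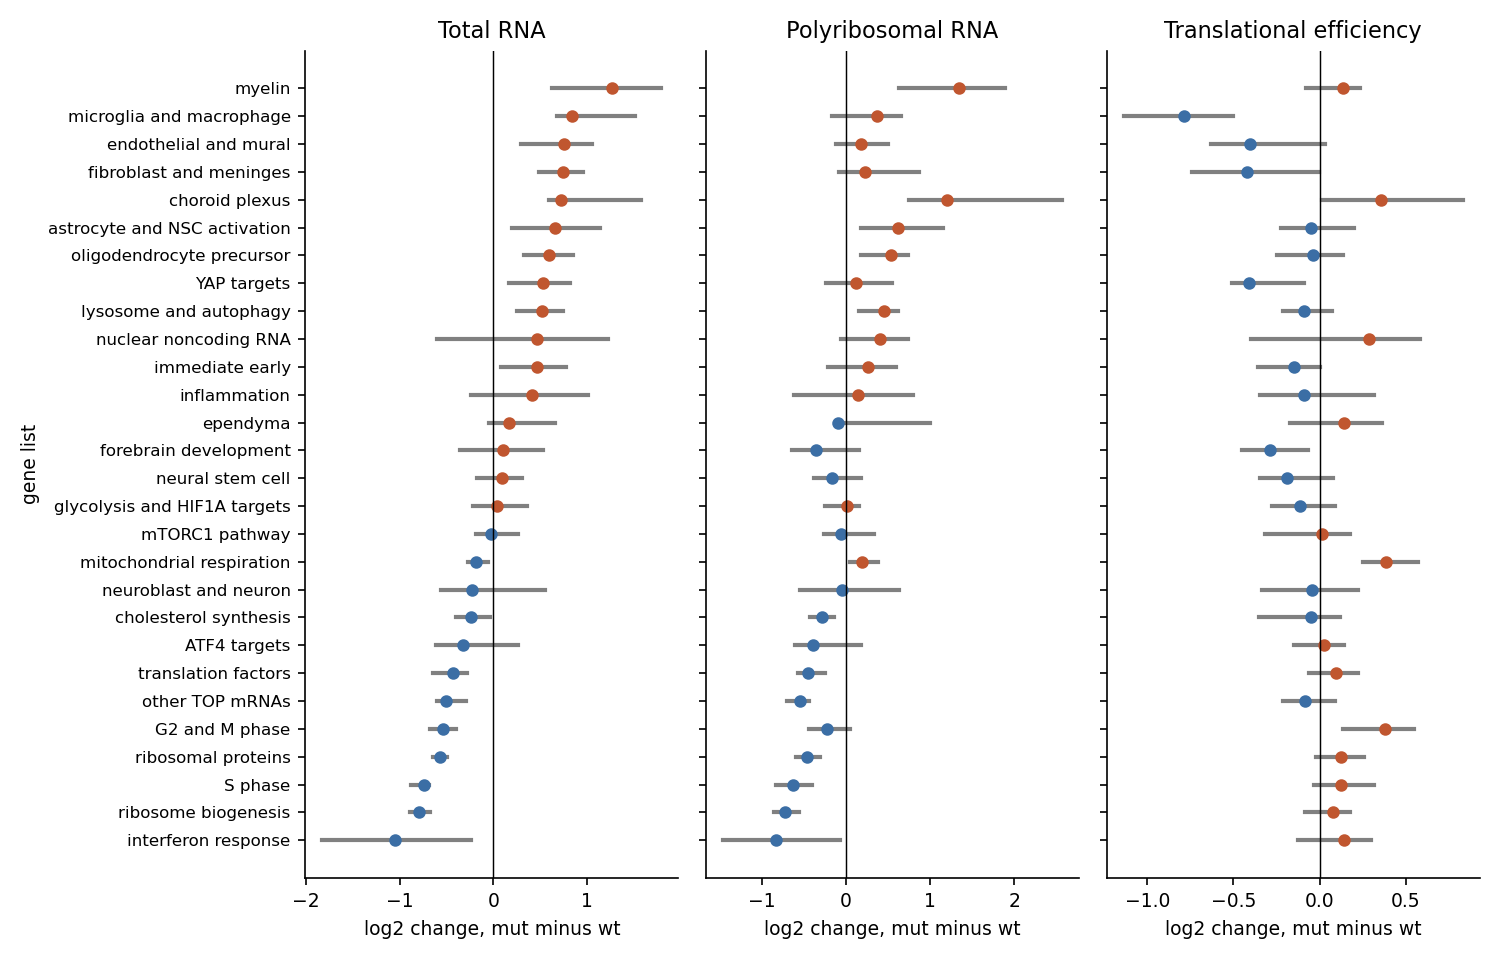
Median log2 change of each fixed gene list except the sex-linked genes in mutant against wild-type cultures (points), with the range from the first to the third quartile of its members (grey lines), in 3 panels. Of the lists shown, myelin lies highest in total RNA at a median of 1.26, and the interferon response lowest at -1.05.

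The next comparison asked which transcripts were recovered with polyribosomes in different amounts. In the polyribosomal RNA of mutant cultures, many myelin, lysosomal, astrocyte and choroid plexus transcripts were higher. Many transcripts of translation, DNA replication and interferon response were lower. None of these lists passed as a group by camera with an estimated correlation between genes. By fry 18 of 29 lists passed, these among them. Rab26 fell from 15552 ± 2327 to 99.9 ± 19.5 normalized reads (mean ± SD, n = 4 each, limma adjusted p = 1.07e-10). The ceruloplasmin gene Cp rose from 835 ± 226 to 4305 ± 1019, and Ctgf, a matrix protein gene, from 399.8 ± 81.9 to 1453 ± 732. Of 14412 genes tested 3403 passed, 1690 higher and 1713 lower, a balance that depended on the scaling (2578 higher and 927 lower with library size alone). At an adjusted p under 0.0001, 1 gene passed, which was Rab26.

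Lcn2 was 13.1-fold and Klf2 7.72-fold higher, and both varied widely between mutant cultures. Further large rises were those of Mctp1 (log2 change 2.58 ± 0.34), the astrocyte calcium-binding gene S100b (2.42 ± 0.44), Mag (2.30 ± 0.26) and the metalloreductase gene Steap4 (2.22 ± 0.62). Without wild-type culture 3, which was lowest for both genes, the log2 change was 2.93 against 3.72 for Lcn2 and 1.57 against 2.22 for Steap4. Without mutant culture 2 it was 3.61 against 2.95 for Klf2. The largest falls after Rab26 among well-expressed genes with no overlap between genotypes were those of Usp18 (-2.50 ± 0.27), the kinase gene Camk2a (-2.30 ± 0.42), Pde9a (-1.99 ± 0.16), the matrix gene Fbln2 (-1.93 ± 0.32), Dctd (-1.92 ± 0.23), Isg15 (-1.91 ± 0.22) and the adaptor gene Grb10 (-1.85 ± 0.36). Pkd1, which lies end to end with Tsc2, fell from 24174 ± 3562 to 7108 ± 1671. Ttr stood at 5.48, 0, 2.95 and 1.91 in the wild-type libraries and at 704, 19.97, 596 and 360.3 in the mutant libraries (log2 change 6.34 ± 1.12, and 7.51 without mutant culture 2). Ptgds rose by 1.01 ± 0.27 (limma adjusted p = 0.0206), while Sparcl1 (0.63 ± 0.25), Aldoc (0.20 ± 0.13), Ckb (0.11 ± 0.14) and Atf4 (0.40 ± 0.17) did not pass.

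Of the 79 ribosomal protein transcripts 51 fell and none rose (57 adjusted over the list alone), for example Rpl15 (-0.57 ± 0.10) and Rps4x (-0.69 ± 0.13). Of the translation factor transcripts 25 of 48 fell (28 adjusted over the list alone), including Eif4b (-0.77 ± 0.12), Eef1g (-0.86 ± 0.13) and Eef2 (-0.66 ± 0.11). Ribosome assembly transcripts fell in 27 of 35 cases (32 adjusted over the list alone), with Rrp12 at 0.436 and Ppan at 0.513 of the wild-type level. Of 30 S phase transcripts 19 fell (22 adjusted over the list alone), including Ung (-1.17 ± 0.17) and Uhrf1 (-1.11 ± 0.16). Camera adjusted p was 1.3e-14, 9.52e-10, 1.52e-15 and 3.34e-10 for these lists, and adjusted p = 0.387 with an estimated correlation for each. The S phase fall lay mainly in mutant cultures 1 and 3, with mean log2 levels of -0.51 and -0.75 relative to the table mean. Mutant cultures 2 and 4 were at 0.08 and -0.09, and wild-type cultures at 0.14 to 0.54. Mthfd2 (-1.15 ± 0.17) and Asns (-0.92 ± 0.14) fell here too, as did the interferon-induced gene Oasl1 (-2.75 ± 0.25) and 17 other members of its list of 37 (23 adjusted over the list alone; camera adjusted p = 2.65e-08, and adjusted p = 0.387 with an estimated correlation).

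Of 18 myelin transcripts 14 rose (15 adjusted over the list alone), with Mbp at 4.25 times the wild-type level. Of 38 lysosome and autophagy transcripts 18 rose and 1, Fnip2, fell (21 and 1 adjusted over the list alone). Ctsd was at 1.95 and the transcription factor gene Mitf at 2.14 times the wild-type level. Clu (1.58 ± 0.18) and Cst3 (1.49 ± 0.19) were among 13 of 28 astrocyte and NSC activation transcripts that rose, whereas Gja1 and Fgfr3 of that list fell (16 and 2 adjusted over the list alone). Of 13 choroid plexus transcripts 9 rose (10 adjusted over the list alone), including Calml4 (2.66 ± 0.45), which was near the floor at 3.84 ± 1.01 in wild-type cultures, Igfbp2 (0.75 ± 0.14), 1500015O10Rik (1.20 ± 0.23) and Enpp2 (1.23 ± 0.25). Camera adjusted p for these lists was 9.52e-10, 1.22e-06, 1.9e-05 and 0.00022, and adjusted p = 0.387 with an estimated correlation for each. Forebrain development transcripts fell in 12 of 32 cases, and 1, Gsx1, rose (13 and 1 adjusted over the list alone; camera adjusted p = 0.00146, and adjusted p = 0.387 with an estimated correlation). Dlx2 (-1.29 ± 0.17) and the Hedgehog effector gene Gli2 (-1.18 ± 0.22) were among those that fell. Mitochondrial respiration transcripts, by contrast, rose in 11 of 54 cases (4 adjusted over the list alone; camera adjusted p = 0.000679, and adjusted p = 0.658 with an estimated correlation), including Cox6b1 (0.60 ± 0.16) and Cox8a (0.74 ± 0.19).

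The number of polyribosomal genes past the threshold depended on single cultures, from 1888 without wild-type culture 2 to 4086 without mutant culture 2. With the Y-linked level as a covariate 43 genes passed, and 5395 passed without mutant cultures 2 and 4, in which microglial genes were highest (both chosen after seeing the data).

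The extent to which polyribosomal RNA followed total RNA was then measured. Across 14333 genes, the Spearman correlation between the 2 fractions of a culture was 0.940 ± 0.0029 in wild-type and 0.935 ± 0.0121 in mutant cultures (mean ± SD, n = 4 each), and the genotypes did not differ (exact two-sided permutation test over 70 assignments, p = 0.457). The changes between genotypes in the 2 fractions correlated across genes with a Pearson coefficient of 0.760 and a Spearman coefficient of 0.695. Both changes come from the same 8 cultures, and simulated unchanged groups gave a median coefficient of 0.515 and a highest of 0.731. The deviations of a culture balance those of the rest of its group, so flipping 1 sign leaves that culture alone. The highest value was that of mutant culture 2 by itself. The draws thus repeat a limited set of patterns and set no firm limit for the coefficient or the covariance. The covariance was 0.268, against a mean of 0.033 in the simulation, and with different cultures for each fraction the median coefficient was 0.556. When the 8 cultures were regrouped, 1 other split into 4 and 4 gave a coefficient as high (0.762). Of the genes tested in both fractions, 1159 were higher in both and 1149 lower in both, against 331 and 367 expected from independent lists. The fractions share their cultures, so independent lists are not what unchanged genotypes would give, and the excess was not tested. A further 3588 passed in total RNA alone and 1076 in polyribosomal RNA alone, and 6 passed in opposite directions.

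**Figure D3:**
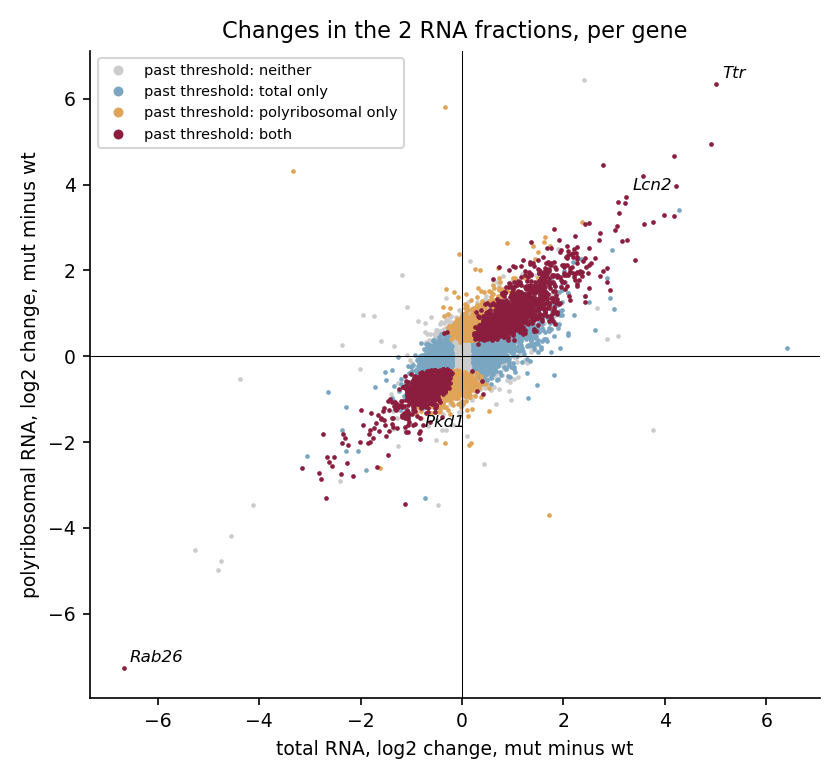
Log2 change of each gene in mutant against wild-type cultures in total RNA (horizontal axis) and polyribosomal RNA (vertical axis), 1 point per gene, coloured by the fraction in which it passed the threshold. The Pearson coefficient across genes was 0.760, and Rab26 lies alone at -6.68 and -7.27.

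Before the genotypes were compared for translational efficiency, the makeup of the polyribosomal fraction in wild-type cultures was described. The 2 tables were normalized separately, so these levels are set against the median gene and were not tested. Fscn1, an actin-bundling gene, lay 2.27 ± 0.07 log2 units above the median gene, Gm29679 2.21 ± 0.39, Raver1 2.18 ± 0.25 and the actin gene Actb 2.12 ± 0.07 (mean ± SD, n = 4). At the other end, 6820431F20Rik lay at -2.91 ± 0.17, Tmem184c at -2.87 ± 0.43 and Megf9 at -2.83 ± 0.14. Nuclear noncoding RNAs had a median of -1.20 ± 0.45 and microglial transcripts of -0.87 ± 0.51, whereas ribosome assembly transcripts had 1.01 ± 0.07 and glycolytic and hypoxia-induced transcripts 1.14 ± 0.12.

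Translational efficiency, the ratio of polyribosomal to total RNA, was then compared between genotypes. In mutant cultures it rose for some mRNAs of the mitochondrial respiratory chain and of mitosis and fell for some of forebrain development, YAP targets and microglia. None of these lists passed as a group by camera with an estimated correlation between genes. By fry 3 of 29 lists passed, those of mitochondrial respiration, forebrain development and NSC genes (fry adjusted p = 0.0406 for each). Atox1, a copper chaperone gene, rose by 0.97 ± 0.18 on the log2 scale, and the gene of the repeat protein Ankrd52 fell by 1.35 ± 0.31 (limma adjusted p = 0.0064 and 0.0212). Of 14333 genes 1858 passed, 727 higher and 1131 lower. The direction of this balance was not stable, since without mutant cultures 2 and 4, a setting chosen after seeing the data, 1000 were higher and 754 lower. Tsc2 fell by 0.38 ± 0.12 (limma adjusted p = 0.0499).

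The largest rises among well-expressed genes were close in size. They included Dnajc19 (0.97 ± 0.15), Tmem256 (0.96 ± 0.14), Bola2 (0.96 ± 0.24), the noncoding RNA Snhg6 (0.96 ± 0.21), Usmg5 (0.95 ± 0.18), the histone gene Hist3h2ba (0.95 ± 0.19), Romo1 (0.95 ± 0.25), Timm8b (0.94 ± 0.17) and Uqcr10 (0.94 ± 0.20), of which Dnajc19, Timm8b and Uqcr10 encode mitochondrial import or respiratory chain proteins. The largest falls after Ankrd52 among well-expressed genes with no overlap between genotypes were those of the chromatin genes Bahcc1 (-1.31 ± 0.17) and Setd1b (-1.23 ± 0.23), the Wnt cofactor gene Bcl9l (-1.22 ± 0.26), Tnrc18 (-1.20 ± 0.19) and the cadherin gene Celsr2 (-1.19 ± 0.21).

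Of 54 mitochondrial respiration genes 27 rose and none fell (38 adjusted over the list alone), with a median of 0.38. Cox7a2 went from -0.27 ± 0.08 to 0.36 ± 0.17, Ndufb8 from -0.10 ± 0.08 to 0.55 ± 0.20, Cox6b1 from -0.32 ± 0.13 to 0.32 ± 0.20 and Cox8a from -0.53 ± 0.28 to 0.27 ± 0.29 log2 units of polyribosomal minus total RNA (mean ± SD, n = 4). Of 34 G2 and M phase genes 8 rose (16 adjusted over the list alone), including Cks1b (0.79 ± 0.15), Cks2 (0.74 ± 0.15) and Cenpa (0.69 ± 0.15). Of 79 ribosomal protein genes 9 rose and none fell (9 adjusted over the list alone), such as Rps29 (0.83 ± 0.19), Rpl36 (0.54 ± 0.13) and Rpl39 (0.59 ± 0.17). Camera adjusted p was 1.51e-16, 4.11e-06 and 0.000778 for these lists, and with an estimated correlation adjusted p = 0.681, 0.681 and 0.809. Translation factors did not move as a group (camera adjusted p = 0.398; 1 of 48 higher and 5 lower, or 2 and 6 adjusted over the list alone), though Eif4b (-0.58 ± 0.12), Eif4g1 (-0.51 ± 0.11), Eef2 (-0.55 ± 0.12), Eif4ebp2 and Eif4g3 fell and Eif4ebp1 rose by 0.63 ± 0.15. The stress-response gene Atf4 rose by 0.55 ± 0.15.

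Of 31 forebrain development genes 10 fell and none rose (12 adjusted over the list alone), including Six3 (-0.76 ± 0.13), Gli2 (-0.83 ± 0.14), Nkx2-1 (-1.05 ± 0.21) and Zic2 (-0.65 ± 0.13). The study placed forebrain development among the processes whose transcripts gained most in efficiency. That came from an ontology analysis of the transcripts with the largest gains, and not from this list, so both can hold. Of 20 YAP targets 8 fell (9 adjusted over the list alone), including Arhgef17 (-0.92 ± 0.16), Ptpn14 (-0.86 ± 0.16) and Crim1 (-0.77 ± 0.17). Of 36 NSC genes 7 fell (7 lower and 2 higher adjusted over the list alone), including Notch1 (-1.05 ± 0.19) and Sox21 (-0.60 ± 0.13). Immediate early genes fell in 5 of 29 cases (6 adjusted over the list alone), those of Egr3 (-0.98 ± 0.20), Fosl2 (-0.77 ± 0.17), Klf4, Fosb and Egr1. The mutant cultures differed for this list. Its mean log2 level relative to the table mean was -0.52 in polyribosomal and -0.13 in total RNA of mutant culture 4. The levels were 0.66 and 0.70 in mutant culture 1, -0.19 and -0.09 in culture 2, and 0.72 and 0.63 in culture 3. Of 16 microglial genes 7 fell (10 adjusted over the list alone), including Csf1r at -1.59 ± 0.22, Cd74 at -1.90 ± 0.40, C1qa at -1.03 ± 0.22 and Itgam at -2.25 ± 0.49. In wild-type cultures Cd74 was near the floor, at 7.69 ± 3.12 in total and 7.20 ± 2.08 in polyribosomal RNA. Itgam was low in polyribosomal RNA, at 19.4 ± 7.66 in wild-type and 21.0 ± 20.3 in mutant cultures. In mutant total RNA they stood at 107 ± 134 (Cd74) and 234 ± 147 (Itgam). Camera adjusted p was 5.19e-05, 0.000368, 0.0357, 0.016 and 2.95e-05 for these 5 lists, and with an estimated correlation adjusted p = 0.681, 0.681, 0.681, 0.809 and 0.681. Ctgf (-0.24 ± 0.17), Ttr (1.33 ± 0.98, and 2.13 without mutant culture 3), Sparcl1 (0.01 ± 0.22), Aldoc (0.20 ± 0.11), Ckb (0.17 ± 0.11) and Ptgds (0.40 ± 0.13) did not pass.

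Across 13569 genes with a protein-coding transcript, the change in translational efficiency correlated with transcript length (Spearman -0.389) and GC content (-0.264). Genes that rose had a median transcript length of 864 bases, genes that fell of 3908 bases and the other genes of 2216 bases. After a smooth trend on length and GC content was removed, the list medians went from 0.38 to 0.19 for mitochondrial respiration, from 0.12 to -0.07 for ribosomal proteins, from 0.38 to 0.25 for G2 and M phase, from -0.29 to -0.17 for forebrain development, from -0.44 to -0.21 for the 18 YAP targets with a length, from -0.19 to -0.11 for NSC genes and from -0.15 to -0.04 for immediate early genes. The count of 1858 ranged from 647 without mutant culture 1 to 3282 without wild-type culture 1. It was 977 when limma was run on the difference of each culture, 359 (250 higher and 109 lower) with the microglial level as a covariate, and 0 with the Y-linked level as a covariate (both chosen after seeing the data) or without the culture as a block, where limma gave 2214 and 2221 genes at an unadjusted p under 0.05.

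**Figure D4:**
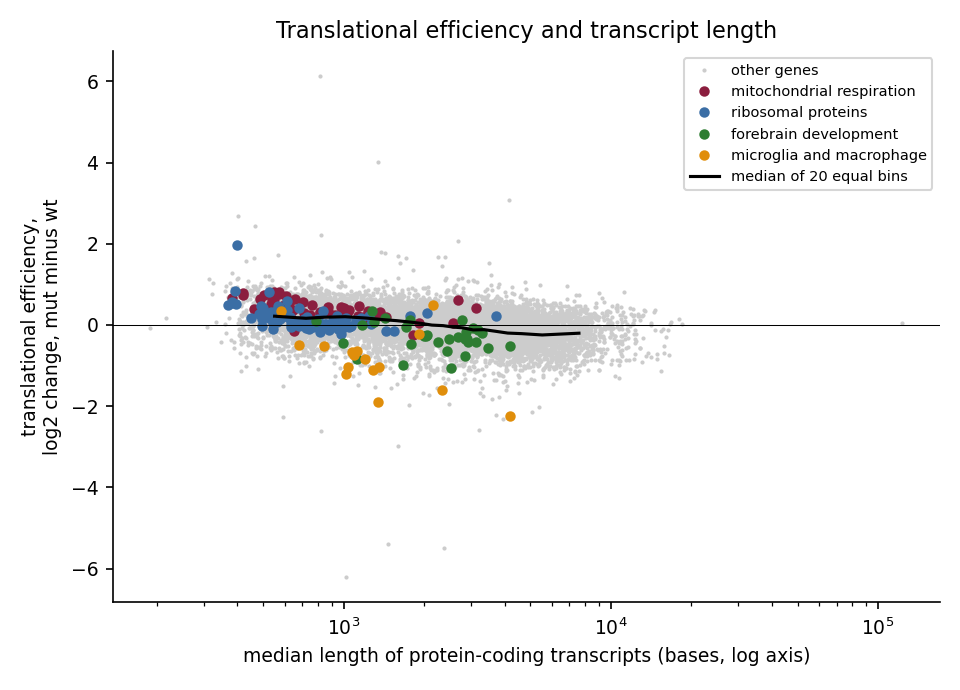
Log2 change in translational efficiency, mutant minus wild type, against the median length of each gene's protein-coding transcripts in bases (log axis), 1 point per gene, with 4 gene lists coloured and the median of 20 equal-sized bins as a line. Genes that rose had a median length of 864 bases and genes that fell of 3908 bases.

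**Figure D5:**
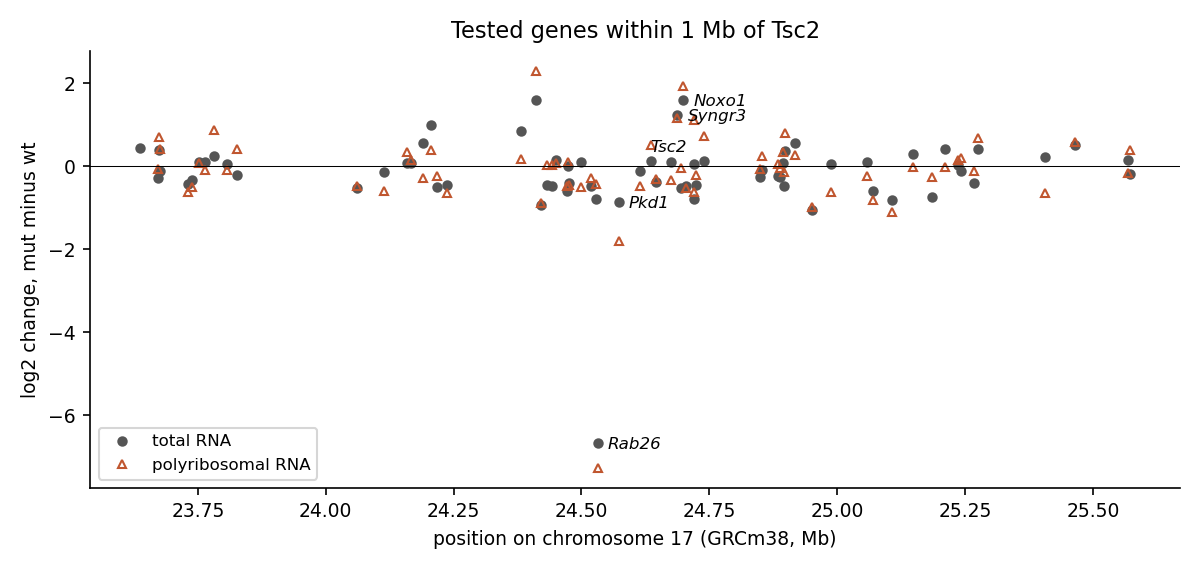
Log2 change in mutant against wild-type cultures of the tested genes within 1 Mb of Tsc2, by position on chromosome 17 in Mb (GRCm38), for total RNA (filled circles) and polyribosomal RNA (open triangles). Rab26 lies at -6.68 in total RNA, and Noxo1 at 1.60.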

Values the study reported

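The study reported that 628 transcripts differed in their recovery with polyribosomes at an adjusted p below 0.0001, and that 316 of these were higher after loss of Tsc2.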

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

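The tests on transcript length, on low microglial values and on genes 1 to 20 Mb from Tsc2 were set before their results were seen. The tests on genes within 1 Mb, on left-out microglial cultures and on splits of the cultures were chosen after related results had been seen.

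In 398 groups of 4 values, 19 held a value far from the other 3, and chance alone gives about 19.9. Mutant total RNA library 3 had 21171 genes above 0, against 17917 to 18365 in the others. In total RNA, wild-type library 3 was low for Lcn2 (231) and Gpnmb (1257), and mutant libraries 1 and 2 were low for Rtp4 (50.7) and Vldlr (3515). In polyribosomal RNA, mutant library 4 was low for Tsc2 (5956) and Pkd1 (4634), mutant library 2 for Cst3 (32185), wild-type library 3 for Steap4 (49.7) and wild-type library 1 for Ctsd (22240), while wild-type library 3 was high for Enpp2 (77.7) and Fgfr3 (5431), and mutant library 2 for Fnip2 (786). In polyribosomal minus total log2 values, wild-type culture 1 was low for Cox8a (-0.95) and Bola2 (-2.06), wild-type culture 4 low for Klf4 (-0.45), wild-type culture 3 low for Actb (1.85), mutant culture 2 high for Eif4b (0.00029) and mutant culture 3 low for Ctgf (-0.93). The change between genotypes differed between the RNA fractions for 1858 genes, by the interaction test reported above.

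The genotype split stood apart from other splits of the 8 cultures. Only 1 of the 35 splits, the real one, gave as many genes in total RNA (6035, highest other 1), in polyribosomal RNA (3403, highest other 6) and in translational efficiency (1858, highest other 0). The counts thus go with this split. Every other split mixes the genotypes, so a genotype difference enters its error and lowers its count. The splits therefore cannot judge the size of the counts, and they do not separate genotype from sex. Chance assignment cannot be excluded for the counts of lists called by camera with the preset correlation. For total RNA 2 of 35 splits gave 20 or more lists (highest other 21), for polyribosomal RNA 7 gave 16 or more (highest other 19), and for translational efficiency 16 gave 9 or more (highest other 15).

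Measured between gene midpoints, Rab26, the most changed gene, lies 0.0828 Mb from Tsc2, and Noxo1 (log2 change 1.60 in total RNA) 0.0841 Mb from it. Within 1 Mb, 5 of 68 genes (D330041H03Rik, Rab26, Syngr3, Noxo1 and Jpt2) passed with at least a 2-fold change in total RNA, against 7.23% of genes elsewhere (odds ratio 1.02, 95% interval 0.319 to 2.51), which is too wide to decide on a local effect of the altered locus. From 1 to 20 Mb the odds ratio was 1.40 (0.977 to 1.97; Fisher's exact test, p = 0.04998), made up of 0.968 (0.406 to 1.98) from 1 to 5 Mb and 1.59 (1.05 to 2.33, p = 0.0201) from 5 to 20 Mb. The test set beforehand was that of the whole window, so the values of its parts are descriptive only. The p for 1 to 20 Mb met the criterion set beforehand for a strain variant in DNA flanking the targeted allele, and the further condition that the interval exclude 1 was added after the value was seen, so that explanation is left open. Both remain candidate explanations for Rab26, besides an effect of Tsc2 loss itself.

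Translational efficiency changed with transcript length. After a smooth trend on length and GC content was removed, the median of the mitochondrial respiration list went from 0.38 to 0.19, so a length or GC bias may account for much of that rise, although removing the trend can also remove biology that goes with length. The correlation of polyribosomal minus total values with length was -0.183 ± 0.0396 in wild-type and -0.329 ± 0.0427 in mutant cultures, with no overlap (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 can give). For each fraction alone, the deviation of a library from the mean of each gene over the 8 libraries was correlated with length. In total RNA this correlation went from -0.144 ± 0.0629 to 0.148 ± 0.0986 (exact p = 0.0286) and in polyribosomal RNA from 0.07 ± 0.123 to -0.0468 ± 0.181 (exact p = 0.314). Such deviations set the genotypes against each other, so the change of sign does not mean that RNA level related to length in opposite ways. Ribosomal protein mRNAs are short (median 696.5 bases), so the shift in total RNA bears on their fall there as well. With the trend on length and GC content removed from the total RNA changes, a table added after seeing the data, the median of that list went from -0.57 to -0.44, ribosome assembly stayed at -0.79, and translation factors went from -0.43 to -0.40 and the other terminal oligopyrimidine mRNAs from -0.51 to -0.34. Mitochondrial respiration went from -0.19 to -0.08, the 18 YAP targets with a length from 0.39 to 0.17, oligodendrocyte precursor genes from 0.59 to 0.36 and immediate early genes from 0.46 to 0.32, so part of these shifts goes with length or GC content. The trend follows genotype, and whether it stems from the cells or from RNA quality in the total RNA libraries stays open.

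Microglial genes had lower translational efficiency in mutant cultures, although Cre under the Nestin promoter is not directed at microglia. Members with a mean of at least 100 in both tables (11 genes) had a median log2 change of -0.74, which argues against values near the floor as the cause. Without mutant cultures 2 and 4, where microglial genes were highest, the median was -1.15, which argues against a larger number of microglia in those cultures. Length does not account for it either, since the median after removal of the trend was -0.90. Culture by culture the list medians overlapped between genotypes (-1.05 ± 0.54 and -1.94 ± 0.39, exact two-sided permutation test, p = 0.0857), so a difference in the state of the microglia may be present but is not established.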

How the results depend on the processing

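The tests with added settings (pseudocounts, trimmed-mean and quantile scaling, library weights, covariates, cultures high in microglial genes left out) were chosen after seeing the data. The edgeR and DESeq2 settings planned beforehand, and all settings of polyribosomal against total RNA, were not run because the values are not counts and cross separately normalized tables. Counts moved by over 1.5 times under these settings. With the Y-linked level as a covariate 1063 genes passed for total RNA, 43 for polyribosomal RNA and 0 for translational efficiency. Among the genes called without it, 100% kept their sign, the slope of the changes was 0.959, 0.95 and 1.00, and the median standard error was 1.39, 1.36 and 1.37 times larger, so calls ended mainly through wider errors, and sex and genotype are partly confounded. With library weights 5937 polyribosomal and 4340 translational efficiency genes passed. Without mutant cultures 2 and 4, 5395 polyribosomal genes passed, and with the microglial level as a covariate 359 translational efficiency genes; the causes were not tested. For translational efficiency no gene passed with no replicate block (0; 7 lists by camera), where differences between cultures stay in the error, and 977 with per-culture log2 differences, where the variance trend follows the mean ratio in place of mean expression. Whether that trend lowered the count to 977 was not tested. At an unadjusted p under 0.05 limma gave 2221 genes with no replicate block and 2214 with the Y-linked covariate, against 4246. Leaving out each culture in turn gave 4190 to 6648 genes for total RNA, 1888 to 4086 for polyribosomal RNA and 647 to 3282 for translational efficiency. The polyribosomal count was 2138, 1888 and 1897 without wild-type cultures 1, 2 and 3, and 2090 and 2149 without mutant cultures 1 and 3. The translational efficiency count was 3282, 843 and 765 without wild-type cultures 1, 2 and 3, and 647 and 1227 without mutant cultures 1 and 3. All 3 counts of lists went to 0 with an estimated correlation. With fry they went from 20 to 15 for total RNA, from 16 to 18 for polyribosomal RNA and from 9 to 3 for translational efficiency. A replicate block on culture numbers gave 4741 genes for total and 2361 for polyribosomal RNA, but same-numbered cultures did not deviate together (correlations from -0.130 to 0.101; 1 of 4 wild-type and 2 of 4 mutant cultures correlated best with their own number in total RNA, and 1 and 1 of 4 in polyribosomal RNA). With library size alone the median change of all genes was 0.11 in total and 0.13 in polyribosomal RNA, against 0.01 in each. The share of calls that were higher was 48.8% for total RNA, 62.9% with library size alone and 63.1% with limma-voom. For polyribosomal RNA it was 49.7%, 73.6% and 72.9%, and 59.7% with upper-quartile scaling, and for translational efficiency 39.1%, 49.3% and 51.0%, with 57.0% without mutant cultures 2 and 4 and 69.6% with the microglial covariate. The microglial list turned to -0.40 in total RNA and -1.32 in polyribosomal RNA with its own level as a covariate, and to -1.02 in polyribosomal RNA without mutant cultures 2 and 4, where its total RNA median was -0.05 and no longer past the threshold. That covariate is the list's own level in total RNA, so the -0.40 under it cannot bear on genotype. The translational efficiency change of Slco1a4, a transporter gene near the floor, turned from 1.68 to -0.28 with a pseudocount of 10. The coupling difference did not pass under any setting run. With left-out cultures and other scalings, signs were followed only for the lists and for genes that the naming rule selects. Among these, none past the threshold changed sign when a single culture was left out or under another scaling. Some small changes that had not passed did. Examples are Aldoc in total RNA (-0.01 to 0.07 without wild-type culture 4) and Ckb in polyribosomal RNA (0.11 to -0.04 without mutant culture 1). Sparcl1 in translational efficiency went from 0.01 to -0.20 without mutant culture 4. Wild-type total RNA library 2 was the shallowest of the 16 libraries, at about 24.8 M reads.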

Other observations

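Several lists not described above also moved. In total RNA, 8 of 15 oligodendrocyte precursor genes rose, 8 also adjusted over the list alone (camera adjusted p = 0.000962, and adjusted p = 0.396 with an estimated correlation), as did 11 of 20 YAP targets, with Nuak2 lower and the counts unchanged adjusted over the list alone (camera adjusted p = 0.000423, and adjusted p = 0.396 with an estimated correlation). Immediate early genes rose in 12 of 29 cases, with Klf10 lower (12 and 1 adjusted over the list alone; camera adjusted p = 0.00528, and adjusted p = 0.626 with an estimated correlation), mainly in mutant cultures 1 and 3, where the mean log2 level of the list lay 0.70 and 0.63 above the table mean, against -0.09 and -0.13 in mutant cultures 2 and 4 and -0.40 to -0.18 in wild-type cultures, and cholesterol synthesis genes fell in 8 of 24 (6 adjusted over the list alone; camera adjusted p = 0.0119, and adjusted p = 0.645 with an estimated correlation). Endothelial and mural genes rose in 7 of 15 cases, with Acta2 lower, fibroblast and meningeal genes in 7 of 20, with Fbln2 lower, and choroid plexus genes in 6 of 13 (7, 7 and 7 adjusted over the list alone; camera adjusted p = 0.0117, 0.00499 and 0.00673, and adjusted p = 0.396 with an estimated correlation for each). In polyribosomal RNA, 15 of 22 other terminal oligopyrimidine mRNAs fell (18 adjusted over the list alone), 11 of 34 G2 and M phase mRNAs (12), 15 of 33 ATF4 targets with 3 higher (16 and 4) and 6 of 24 cholesterol synthesis mRNAs (6), while 4 of 15 oligodendrocyte precursor mRNAs rose (4). Camera adjusted p was 8.15e-09, 0.00417, 0.00477, 0.000459 and 0.00546 for these lists, and adjusted p = 0.387, 0.658, 0.449, 0.501 and 0.387 with an estimated correlation. The terminal oligopyrimidine list includes Eif4b, Eef1g and Eef2, which were already counted above among the translation factors that fell. In translational efficiency the S phase genes Tipin, Nasp, Pola1 and Gins2 rose, 4 of 30 (5 adjusted over the list alone; camera adjusted p = 0.0374, and adjusted p = 0.809 with an estimated correlation). In total RNA the nuclear RNA Neat1 rose by 2.31 ± 0.31. Lists of glycolysis, the mTORC1 pathway, neuroblasts, inflammation, ependyma and nuclear noncoding RNA did not pass in any of the 3 comparisons by camera, and for glycolysis, the mTORC1 pathway, neuroblasts, ependyma and nuclear noncoding RNA the median, the mean and the test differed in sign in at least 1 comparison, as they did for ATF4 targets in translational efficiency.

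Tests on the mean level of each list per culture, chosen after seeing the data, separated the genotypes for 16 of 29 lists in total RNA and 14 of 29 in polyribosomal RNA. The smallest exact permutation p was 0.0286, the smallest that 4 against 4 can give, and none passed after adjustment over the lists.

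At an adjusted p under 0.0001, 1 polyribosomal gene passed here. That is lower than the value quoted from the study above. The study tested with DESeq2, and its statistics section names a stricter cutoff for this profiling than its results text. The counts are therefore not directly comparable.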
